# Transcriptomic data on the role of PEST-domain-enriched tyrosine phosphatase in the regulation of antigen-mediated activation and antiallergic action of glucocorticoids in mast cells

**DOI:** 10.1016/j.dib.2018.08.188

**Published:** 2018-09-05

**Authors:** George K. Ainooson, Victor Gourain, Michael Stassen, Andrew C.B. Cato

**Keywords:** BMMCs, Bone marrow derived mast cells, COX-2, Cyclooxygenase 2, CSF2, Colony stimulating factor 2, DAVID, Database for Annotation, Visualization and Integrated Discovery, DEX, Dexamethasone, DNP, Dinitrophenol, IgE, Immunoglobulin E, IL 13, Interleukin 13, IMDM, Iscove׳s Modified Dulbecco׳s Medium, KEGG, Kyoto Encyclopedia of Genes and Genomes, PCA, Principal Component Analysis, PEP, PEST-domain-enriched tyrosine phosphatase, PTGDS, Prostaglandin D2 synthase - lipocalin type, qRT-PCR, Quantitative real-time polymerase chain reaction, RNA-seq, RNA-sequencing, SBS, Sequencing by Synthesis, TNFα, Tumor necrosis factor alpha, RNA sequencing, Quantitative real-time PCR, Allergy, Gene expression, Phosphatase

## Abstract

Protein tyrosine phosphatases and glucocorticoids are known to regulate allergic and antiallergic action in activated mast cells. Here we provide RNA sequencing and quantitative real-time PCR data from bone marrow derived mast cells, for wild-type and PEST-domain-enriched tyrosine phosphatase (PEP) null mice, activated by immunoglobulin E sensitization and dinitrophenol treatment, and additionally treated with the glucocorticoid dexamethasone. The transcriptomics experiment was performed in duplicate with a total of 16 samples (GSE108972).

**Specifications table**

**Table:** 

Subject area	*Immunology*
More specific subject area	*Allergy*
Type of data	*Transcriptome, figures, tables*
How data was acquired	*High-throughput RNA sequencing using Illumina HiSeq. 1500, quantitative real-time PCR (qRT-PCR) using SYBR Green dye in a StepOnePlus™ Real-Time PCR system*
Data format	*Processed*
Experimental factors	*Wild-type versus mutant cells*
Experimental features	*Comparison of mRNA from PEP+/+ and PEP−/− mouse bone marrow derived mast cells (BMMCs) following activation with the antigen dinitrophenol and additional treatment with the glucocorticoid Dexamethasone.*
Data source location	*Karlsruhe Institute of Technology, Institute of Toxicology and Genetics Hermann-von-Helmholtz-Platz-1, 76344 Eggenstein-Leopoldshafen, Germany*
Data accessibility	http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108972

**Value of the data**

• This dataset is a transcriptomic analysis of bone marrow derived mast cells (BMMCs) from PEP+/+ and PEP−/− mice activated by antigen and additionally treated with glucocorticoids.
• These data provide RNA-seq and qRT-PCR gene expression results to show the role of PEP in antigen-mediated mast cell activation and the inhibition of mast cell activation by glucocorticoids.
• These data will serve as a reference point for antigen-mediated activation of mast cells and the antiallergic action of glucocorticoids.

## 1 Data

The data show gene expression profiles of 16 RNA-sequencing (RNA-seq) samples, representing two replicates each from BMMCs isolated from wild-type (PEP+/+ ) and mutant (PEP−/−) mice:

• sensitized with Immunoglobulin E (IgE) (500 ng/ml) for 3 h
• sensitized with IgE (500 ng/ml) for 3 h and activated with the antigen dinitrophenol (DNP) (as dinitrophenyl -bovine serum albumin, 200 ng/ml) for 1 h
• treated with dexamethasone (DEX) (10^−7^ M) for 8 h and IgE (500 ng/ml) for 3 h
• treated with DEX (10^−7^ M) for 8 h, IgE (500 ng/ml) for 3 h and DNP (200 ng/ml) for 1 h.

The data are deposited under the Gene Expression Omnibus (GEO) number GEO: GSE 108972 at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE108972.

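RNA was sequenced from 16 samples of BMMCs, which are mast cells grown out of bone marrow, with 2 replicates of each of 8 conditions. IgE occupies the high-affinity receptor of the mast cell, DNP on albumin cross-links it and so activates the cell, and DEX acts through the glucocorticoid receptor. IgE was given for 3 h, DNP at 200 ng/ml for 1 h and DEX at 100 nM for 8 h. The paper states an IgE dose of 500 ng/ml, while the sample labels give 50 ng/ml. The authors deposited raw counts of reads for 39179 Ensembl genes per sample, without normalization. Between 8612531 and 22143526 reads were counted on genes per sample. The median was 10848327.5 for PEP+/+ IgE, 10829905 for PEP+/+ IgE DNP, 18158538 for PEP+/+ IgE DEX and 12857153.5 for PEP+/+ IgE DNP DEX. In PEP−/− BMMCs the corresponding medians were 13391388, 16682153, 13671459 and 13332242.5 (n = 2 each). The counts sum to 219542333, against 576000000 sequenced reads that the paper states, and the values given here use the counts. The paper does not state whether its number counts single reads or read pairs, so no counted share is given. The counts of both replicates differed by more than sampling noise in every condition, with a chi-square per degree of freedom between 54.9 and 163. Separate samples differ by more than counting noise in any case, and reads are not independent molecules, so this only describes the spread. Counts were normalized by edgeR's TMM method to counts scaled to a common library size (CPM), and 13305 genes passed the filter on low counts. The quasi-likelihood test was fitted to all 16 samples with a mean for each condition, and p-values were adjusted by the Benjamini-Hochberg method. The common biological coefficient of variation was 0.312. A change was called at an adjusted p-value under 0.05. The replicate set was not part of this fit, and results with it as a block are given beside it.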

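PEP is encoded by Ptpn22 (ENSMUSG00000027843), which lies on chromosome 3 of GRCm38 from 103859795 to 103912247 on the plus strand. In PEP+/+ BMMCs its expression was 13.6 ± 3.25 CPM (SD, n = 2) after IgE, 92.2 ± 17.3 CPM after IgE DNP, 69.1 ± 3.58 CPM after IgE DEX and 168 ± 10.2 CPM after IgE DNP DEX. In PEP−/− BMMCs the means in the same order were 0.0257, 2.21, 0.182 and 0.892 CPM. Each PEP−/− sample lay below each PEP+/+ sample, with 0 to 55 reads per PEP−/− sample against 130 to 2799 per PEP+/+ sample. Averaged over the treatments, the log2 fold change between PEP−/− and PEP+/+ was -7.36 (standard error 0.32, adjusted p = 1.0e-06, edgeR).

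**Figure D1:**
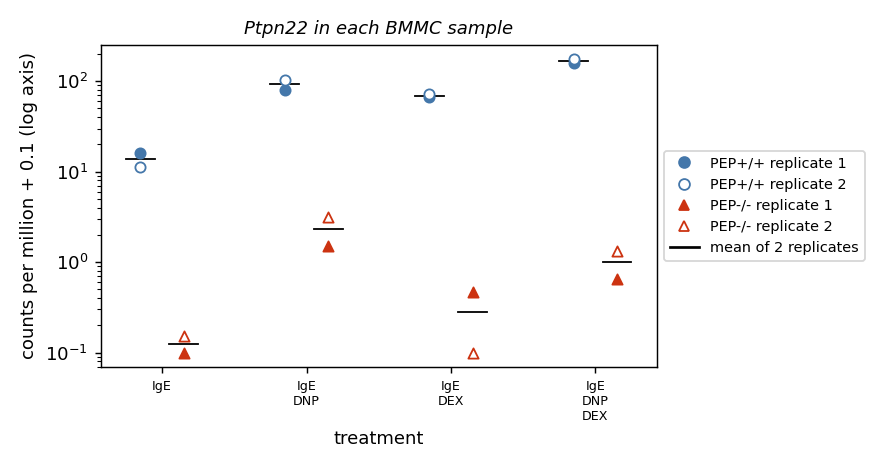
Expression of Ptpn22 in each sample, as CPM plus 0.1 on a log axis, by treatment. Circles are PEP+/+ and triangles PEP−/− BMMCs, filled symbols replicate 1 and open symbols replicate 2, and bars the mean of 2 replicates; the PEP−/− samples lie below the PEP+/+ samples in every treatment.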

## 2 Experimental design, materials and methods

### 2.1 Preparation of the biological material

BMMCs from PEP+/+ and PEP−/− mice were isolated by culturing bone marrow cells from the femur and tibia of male C57BL/6 mice aged 8–10 weeks in mast cell medium (IMDM supplemented with 10% foetal calf serum, 2 mM L-glutamine, 1 mM pyruvate, 100 ng stem cell factor/kit ligand, 5 ng/ml IL3, 50 µM β-mercaptoethanol, 1% penicillin/streptomycin 10,000 U/ml) in T-75 flask at 37 °C, 5% CO_2_ and 95% humidity in an incubator. The culture medium was changed every three days by centrifuging the suspended cells at 1300 rpm for 7 min and re-suspending the resulting pellet in fresh medium as previously described [1]. The BMMCs were used after 4 weeks in culture as described in Table 1.

**Table 1:** Outline of the different treatments administered prior to the transcriptomics study.

**Sample name**	**Genotype**	**Treatment**
PEP+/+ IgE	PEST-domain-enriched tyrosine phosphatase WT	Immunoglobulin E
PEP+/+ IgE DNP	PEST-domain-enriched tyrosine phosphatase WT	Immunoglobulin E + dinitrophenol
PEP+/+ IgE DEX	PEST-domain-enriched tyrosine phosphatase WT	Immunoglobulin E + dexamethsone
PEP+/+ IgE DNP DEX	PEST-domain-enriched tyrosine phosphatase WT	Immunoglobulin E + dinitrophenol + dexamethsone
PEP−/− IgE	PEST-domain-enriched tyrosine phosphatase mutant	Immunoglobulin E
PEP−/− IgE DNP	PEST-domain-enriched tyrosine phosphatase mutant	Immunoglobulin E + dinitrophenol
PEP−/− IgE DEX	PEST-domain-enriched tyrosine phosphatase mutant	Immunoglobulin E + dexamethsone
PEP−/− IgE DNP DEX	PEST-domain-enriched tyrosine phosphatase mutant	Immunoglobulin E + dinitrophenol + dexamethsone

### 2.2 Preparation of libraries, sequencing and data analysis

For the RNAseq experiment, total RNA was extracted from 3×10^6^ PEP+/+ and PEP−/− BMMCs using innuPREP RNA Mini Kit (Analytik Jena AG, Jena, Germany). A total of 1 µg RNA was used to prepare mRNA sequencing libraries for each sample using the TruSeq stranded mRNA kit v2 (Illumina), according to the vendor´s protocol. Next, 10 pM of multiplexed libraries were used to generate clusters in 2 lanes of a high-throughput flowcell. A HiSeq. 1500 was used to obtain paired-end reads of 50 bases using the sequencing by synthesis (SBS v3 kit Illumina). The cluster detection and the base calling were done with the software RTA (v1.13 Illumina) and demultiplexing with the software CASAVA (v1.8.1 Illumina). The sequencing resulted in 576 million reads with a mean quality Phred score of 35.2. The quality of the sequencing data was first assessed with FASTX toolkit (v0.0.13 [http://hannonlab.cshl.edu/fastx_toolkit/]) and no pre-processing was needed. The alignment of the sequencing reads was done with Tophat2 (v2.0.11) [2] against the mouse reference genome (GRCm38 v75). The raw count per gene was calculated using HTSeq (v0.5.3) [3]. The normalization of the counts, the differential expression analysis were done using the R software packages including DESeq. 2 [4]. 

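Principal component analysis was run on DESeq2's rlog values of the 500 genes with the highest variance over the samples. PC1 held 49.9% of the variance and PC2 28.1%. Treatment accounted for a share (r2) of 0.987 of the PC1 scores and 0.991 of the PC2 scores, and genotype for 5e-04 and 0.0014. In the plane of both components, replicates lay between 0.639 (PEP−/− IgE DEX) and 7.41 (PEP−/− IgE DNP) apart, while the centres of the treatments were between 24.7 and 42.7 apart. The centres of the genotypes within a treatment were 0.645 to 1.97 apart. After IgE DEX this distance (1.97) exceeded those between replicates of that treatment (1.36 and 0.639). PC3 held 13.2% of the variance, and the replicate set accounted for an r2 of 0.973 of its scores. Genotype accounted for an r2 of 0.541 on PC4 and 0.378 on PC5, which held 2.31% and 2.03% of the variance. Taking all genes with at least 1 count in place of 500 moved PC1 the most, to 32.5%.

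**Figure D2:**
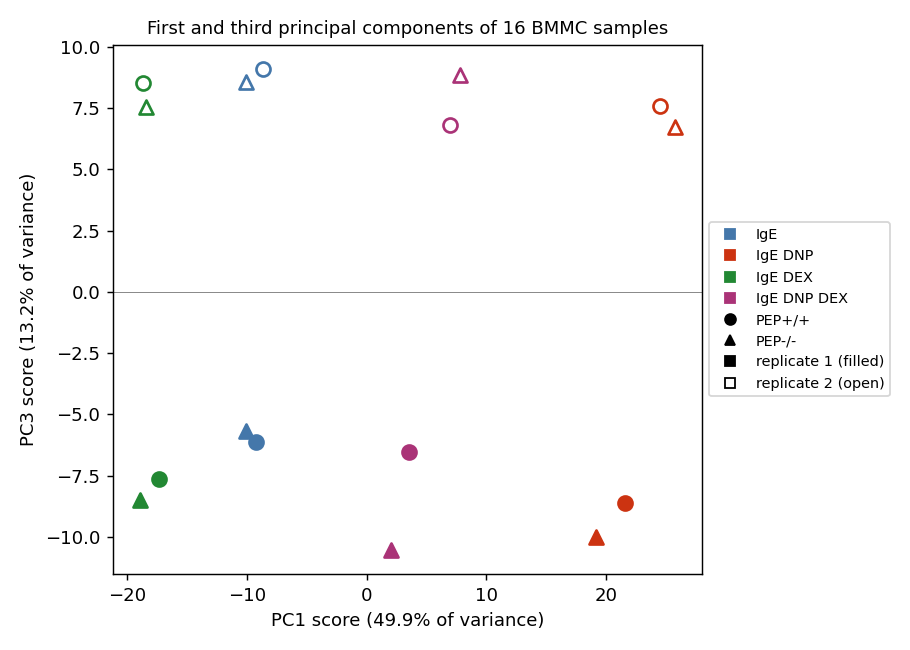
Scores of the 16 samples on PC1 (horizontal) and PC3 (vertical), coloured by treatment, with circles for PEP+/+ and triangles for PEP−/−. Filled symbols (replicate 1) all lie below 0 on PC3 and open symbols (replicate 2) above it.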

The reproducibility of the biological replicates for all the conditions examined was assessed by Principal Component Analysis (Fig. 1). The significantly deregulated genes for each paired comparison were subjected to hierarchical clustering using *hclust* and *gplot* R packages. These were done for the activation of the mast cells by antigen (DNP) alone (Fig. 2) or together with DEX treatment (Fig. 3).

**Fig. 1:**
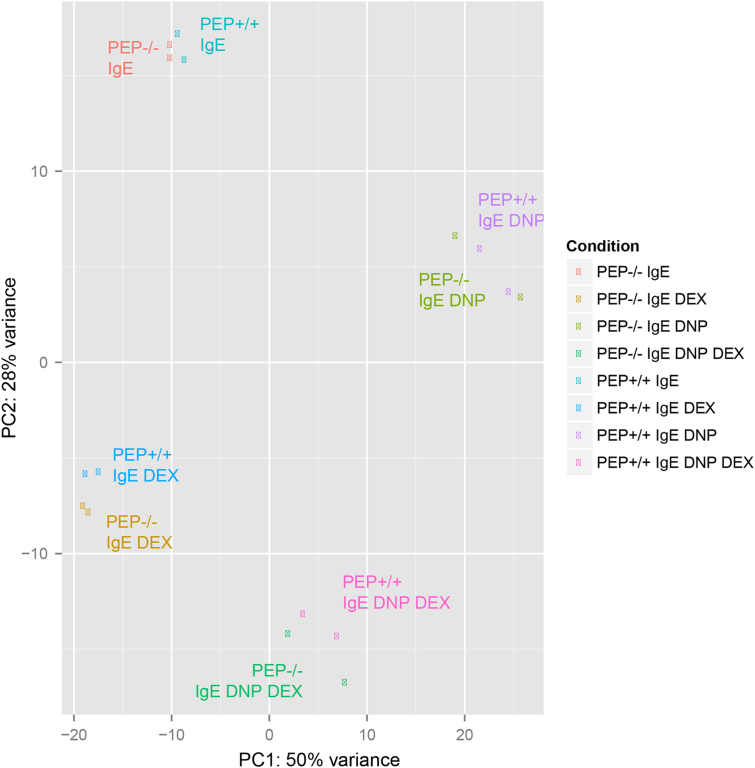
Principal Component Analysis (PCA) plot of normalized expression for the samples.

**Fig. 2:**
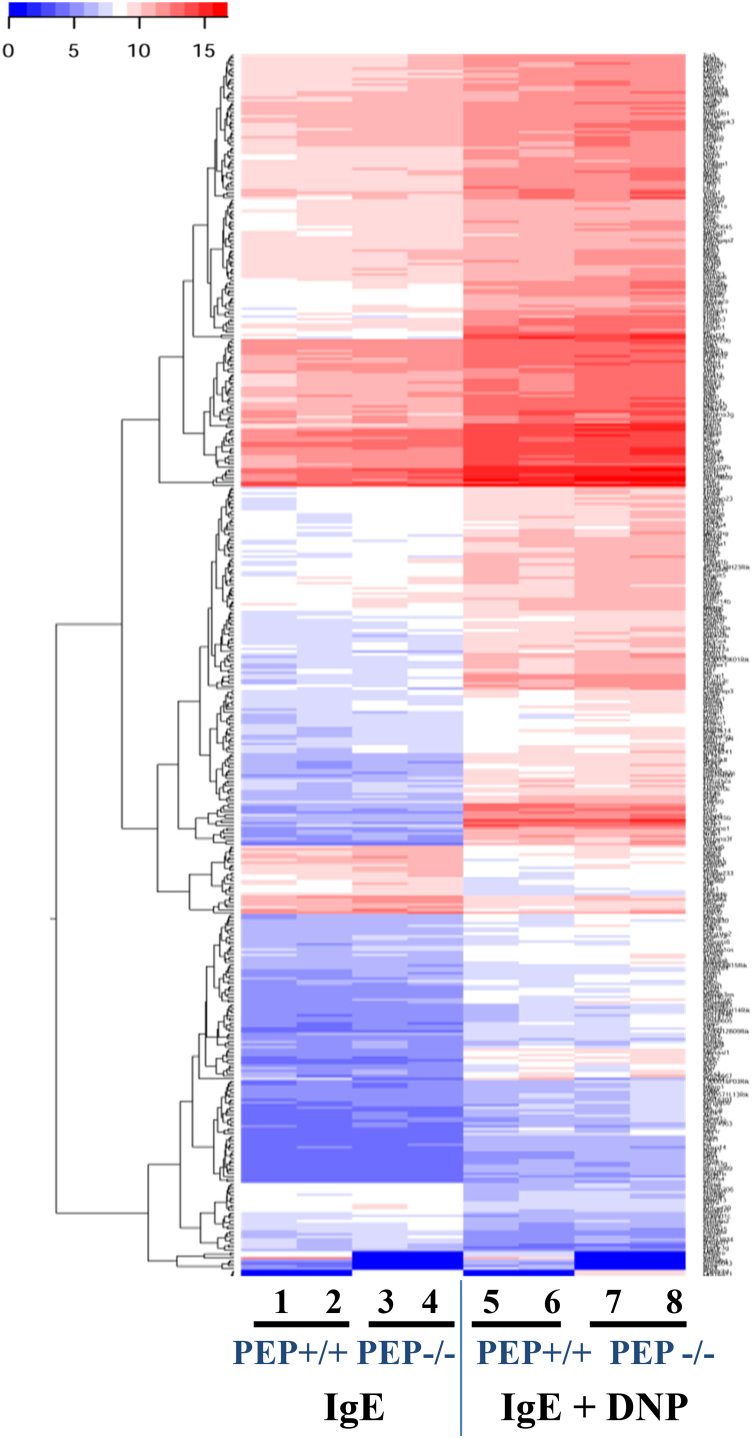
Heatmap illustration of gene expression in sensitized (IgE) and activated (IgE + DNP) mast cells: Color-coded heatmap of the normalized expression level of genes representing two replicates each for PEP+/+ and PEP−/− BMMCs. The color gradient shows blue for low and red for high expression of genes.

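DNP changed 785 genes in PEP+/+ BMMCs, of which 533 increased and 252 decreased, and 960 genes in PEP−/− BMMCs, of which 624 increased and 336 decreased. Of these, 692 changed in both genotypes, all in the same direction. Over the 1053 genes changed in either genotype, the log2 fold changes of both genotypes had a Pearson correlation of 0.968. This is a correlation across genes, which are not independent replicates. Deviations from the mean of a condition were correlated between same-numbered samples, with r = 0.727 between IgE and IgE DNP in PEP+/+ and 0.749 in PEP−/−. By number of genes the counts moved most with the replicate set as a block, to 2809 in PEP+/+ and 3480 in PEP−/−. By ratio the count in PEP+/+ moved most when only the conditions compared were fitted, to 124 genes, against 355 in PEP−/−.
Among genes changed in both genotypes and in each same-numbered difference, the largest mean increases were those of Atf3, Mst1r and Il33. Atf3, which encodes a transcription factor, increased by a log2 fold change of 11.63 (standard error 0.97, adjusted p = 4.09e-05, edgeR) in PEP+/+ and 9.96 (standard error 0.85, adjusted p = 4.51e-05) in PEP−/−. The log2 fold changes of Mst1r were 10.26 and 10.06, and those of Il33 were 7.54 and 10.61. These genes had 0 to 3 reads in each IgE sample, so the size and order of their increases are uncertain. The largest decreases were -4.01 and -4.89 for Kcnj2, -4.86 and -3.82 for Ppp1r3g and -3.66 and -3.18 for the long noncoding RNA Gm13411. Gm13411 rests on few reads, and in PEP+/+ it did not pass with DESeq2 (adjusted p = 0.109) or without a filter on low counts (adjusted p = 0.0569, edgeR). With only the conditions compared, Mst1r and Kcnj2 lost their call in PEP+/+, Gm13411 in PEP−/− and Ppp1r3g in both. The difference between genotypes in the response to DNP was tested directly as an interaction. No gene passed the threshold (0 genes, with or without the block), and 30 genes had an unadjusted p-value under 0.05. By chance alone, a share of 0.05 of the 13305 tested genes would, so the test without the block was conservative here. The absence of calls does not show equal responses. The paper proceeds to the clustering shown in Fig. 2 from genes deregulated in its paired comparisons.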

**Fig. 3:**
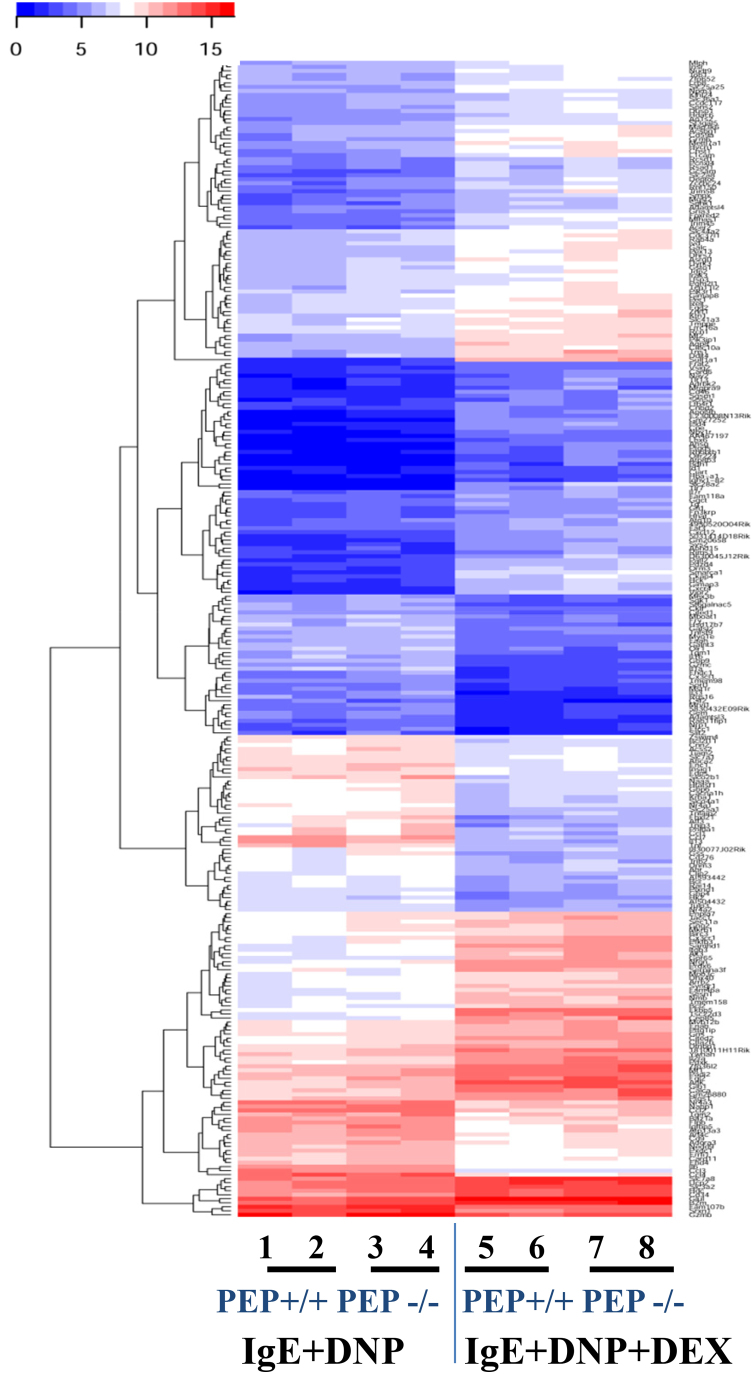
Heatmap illustration of gene expression pattern in activated (IgE + DNP) and activated mast cells treated with dexamethasone (IgE + DNP + DEX). Color-coded heatmap of the normalized expression level of genes representing two replicates for PEP+/+ and PEP−/− BMMC. The color gradient shows blue for low expression and red for high expression.

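DEX changed 403 genes in activated PEP+/+ BMMCs (263 increased, 140 decreased) and 436 in activated PEP−/− BMMCs (278 increased, 158 decreased). Both genotypes shared 303 of these genes, with the same direction in each. Same-numbered samples of IgE DNP and IgE DNP DEX deviated together with r = 0.47 in PEP+/+ and 0.78 in PEP−/−. By number of genes the counts moved most with the replicate set as a block, to 2511 and 2408. With the block, 1212 genes increased and 1299 decreased in PEP+/+, and 1166 and 1242 in PEP−/−. The excess of increases without the block was therefore not seen with it. By ratio the count in PEP−/− moved most when only the conditions compared were fitted, to 19 genes, against 222 in PEP+/+.
The glucocorticoid targets Tsc22d3 and Fkbp5 increased in both genotypes. For Tsc22d3 the log2 fold change was 3.90 (standard error 0.27, adjusted p = 1.49e-05, edgeR) in PEP+/+ and 3.58 (standard error 0.26, adjusted p = 3.13e-05) in PEP−/−. For Fkbp5 it was 3.22 and 3.12. The largest mean increases by DEX were those of Slc28a2 (10.48 in PEP+/+ and 10.00 in PEP−/−), Ahsg (9.92 and 10.50) and Tlr7 (7.52 and 8.94). Their size and order are uncertain too, since these genes had 0 to 1 reads in each IgE DNP sample. Il1a, among the 3 largest decreases beside the cytokine genes Csf2 and Il13, had a log2 fold change of -4.06 in PEP+/+ and -4.16 in PEP−/−.
Of the 533 genes increased by DNP in PEP+/+, 39 were significantly decreased by DEX, a share of 7.32%. In PEP−/− the share was 7.37% (46 of 624 genes). Both comparisons use the IgE DNP samples, so chance deviations there push the changes in opposite directions. With the block the shares were 26.7% in PEP+/+ and 26.4% in PEP−/−. By sign alone, the mean of 79.4% of the genes increased by DNP was lower with DEX in PEP+/+ and of 78.0% in PEP−/−. With the change by DNP taken from replicate 1 and the change by DEX from replicate 2, these shares were 79.0% and 78.8%. With the replicates exchanged they were 74.9% and 74.8%. In both cases the genes were still those called with both replicates, so part of the bias stays. With the genes chosen in the other genotype, which shares no library with the change by DEX, the shares were 76.4% (477 of 624 genes) in PEP+/+ and 80.1% (427 of 533) in PEP−/−, against 52.5% and 49.2% of all tested genes. The interaction of genotype with DEX passed the threshold for 0 genes, again with or without the block, and 95 genes had an unadjusted p-value under 0.05. This too is fewer than chance alone would give.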

### 2.3 Validation of distinct target genes

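Within a single treatment, 1 gene differed between PEP−/− and PEP+/+ BMMCs, and in each of the 4 treatments it was Ptpn22. Averaged over the 4 treatments, which sets 8 samples against 8, 212 genes differed, 57 higher and 155 lower in PEP−/−. The number of mice and cultures behind these samples was not known. The 8 samples of a genotype may therefore not be independent, though the fit treats them so. Same-numbered samples of both genotypes deviated together with r = 0.755 after IgE, 0.732 after IgE DNP, 0.799 after IgE DEX and 0.453 after IgE DNP DEX. The replicate block moved the average most, to 2310 genes, of which 1027 were higher and 1283 lower in PEP−/−. It gave 225 genes after IgE, 248 after IgE DNP, 75 after IgE DEX and 3 after IgE DNP DEX. The last count moved most without a filter on low counts, to 22. DESeq2, without the block, gave 30, 37, 16 and 2 genes in the same order and 668 on average.
Of the 212 genes, 199 differed in the same direction in all 8 same-numbered differences. Beside Ptpn22, the largest decreases in PEP−/− among them were those of Cth (log2 fold change -2.56, standard error 0.45, adjusted p = 0.0208, edgeR), which encodes cystathionine gamma-lyase, of Prrt4 (-2.14, adjusted p = 0.0322), of Car12 (-1.67, adjusted p = 0.0356) and of ENSMUSG00000094126, which has no name in the annotation used (-1.72, adjusted p = 0.0109). The largest increases were those of the noncoding RNA Gm26520 (1.80, adjusted p = 0.0222), Stab2 (1.63, adjusted p = 0.00803), Peli2 (1.62, adjusted p = 0.0442), the antisense RNA Gm16299 (1.59, adjusted p = 0.0133) and Ifi27l2a (1.52, adjusted p = 0.0102). Cth had 1 to 6 reads and Prrt4 1 to 13 in each PEP−/− sample, and Gm26520 had 2 to 10 in each PEP+/+ sample. The size and order of these changes are therefore uncertain. KEGG pathways were not analysed here.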

KEGG pathway analysis of genes significantly deregulated upon PEP gene deletion was carried out using DAVID [5]. 

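Il13 (chromosome 11, 53631324 to 53634702) rose after DNP from 5.09 ± 0.0788 to 661 ± 57.5 CPM (SD, n = 2) in PEP+/+ and from 3.51 ± 0.312 to 292 ± 35.8 CPM in PEP−/−. The log2 fold changes were 7.02 (standard error 0.49, adjusted p = 1.63e-05, edgeR) and 6.38 (standard error 0.48, adjusted p = 1.89e-05). Tnf (chromosome 17, 35199381 to 35202007) rose from 1.72 ± 0.145 to 446 ± 25.6 CPM in PEP+/+ and from 0.693 ± 0.179 to 171 ± 20.6 CPM in PEP−/−, with log2 fold changes of 8.01 and 7.97. Csf2 (chromosome 11, 54247271 to 54249667) rose from 0 to 14.8 ± 9.30 CPM in PEP+/+ and from 0.0455 ± 0.0644 to 5.47 ± 3.09 CPM in PEP−/−. Its log2 fold changes of 10.67 and 6.99 rest on starting counts near 0.
After DNP, all 3 cytokine genes were lower in PEP−/−. The log2 fold change between genotypes was -1.18 for Il13, -1.39 for Tnf and -1.43 for Csf2. None passed the threshold (adjusted p = 0.717, 0.318 and 1, edgeR). With the replicate block, the values were -1.18, -1.39 and -1.41 and each passed (adjusted p = 0.0227, 0.00129 and 0.0384, edgeR). Without the block, Tnf also passed with DESeq2 (adjusted p = 0.00387) and without a filter on low counts (adjusted p = 0.00371, edgeR). Il13 passed only without that filter (adjusted p = 0.0479, edgeR). Both genes pass the filter, so dropping it altered the fit shared by all genes and not their counts. Calls made without it are therefore not separate evidence. Same-numbered deviations over all pairs of conditions had a mean correlation of 0.672. Tnf was lower in PEP−/− after IgE alone too (-1.34, adjusted p = 0.761, edgeR) and on the average over treatments, where it passed without the block (-1.08, adjusted p = 0.0123, edgeR). The average of Il13 was not past the threshold (-0.87, adjusted p = 0.0851, edgeR), but was with the block (-0.86, adjusted p = 0.0103, edgeR). The interaction of genotype with DNP for Tnf was -0.04 (adjusted p = 1), or 0.01 with the block. After IgE DNP DEX the genotype difference of Tnf was smaller, at -0.38 with the block (adjusted p = 0.44, edgeR). With the block, Tnf changed with DEX by -3.92 in activated PEP+/+ and by -2.90 in activated PEP−/−. This interaction of 1.02 did not pass the threshold (adjusted p = 0.999, edgeR).
Ptgs2, which encodes COX-2 (chromosome 1, 150100031 to 150108227), fell with DEX from 51.9 ± 15.2 to 12.2 ± 1.54 CPM in activated PEP+/+, a log2 fold change of -2.09 (standard error 0.74, adjusted p = 0.187, edgeR). In activated PEP−/− it was 40.9 ± 2.78 CPM without and 36.8 ± 25.2 CPM with DEX, a log2 fold change of -0.15 (adjusted p = 0.988), which became 0.42 when replicate 2 of IgE DNP DEX was left out and -1.10 when replicate 1 was. With the block the changes were -1.96 (adjusted p = 0.00487, edgeR) in PEP+/+ and -0.36 (adjusted p = 0.588) in PEP−/−. The decrease in PEP+/+ also passed without a filter on low counts (adjusted p = 6.9e-07, edgeR) and with only the conditions compared (adjusted p = 0.0101, edgeR). Ptgs2 passes the filter, and without it the log2 fold change was nearly the same (-2.05). That call comes from a changed fit shared by all genes and is not separate evidence. The difference between these responses was 1.94, and 1.60 with the block, and passed the threshold in neither fit (adjusted p = 1 and 0.999, edgeR). In sensitized cells Ptgs2 rose with DEX instead, by 2.75 in PEP+/+ (adjusted p = 0.257, edgeR) and by 4.30 in PEP−/− (adjusted p = 0.0345, edgeR). Ptgds (chromosome 2, 25466709 to 25470046) rose with DEX from 0.0473 ± 0.0669 to 6.50 ± 2.22 CPM in activated PEP+/+ and from 0.0275 ± 0.0389 to 12 ± 3.24 CPM in activated PEP−/−. The log2 fold changes were 6.75 (adjusted p = 0.00086, edgeR) and 8.17 (adjusted p = 0.000207), from starting counts near 0. After IgE DNP DEX it was 0.89 higher in PEP−/− on the log2 scale (adjusted p = 1.00), and 0.92 with the block (adjusted p = 0.348, edgeR). After IgE DEX it was 1.42 higher (adjusted p = 1, edgeR), or 1.41 with the block, which passed (adjusted p = 0.0491, edgeR). Rplp0, the reference gene of the qRT-PCR, changed by 0.16 and 0.12 with DNP and by 0.49 and 0.24 with DEX in activated PEP+/+ and PEP−/− BMMCs, none past the threshold.

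**Figure D3:**
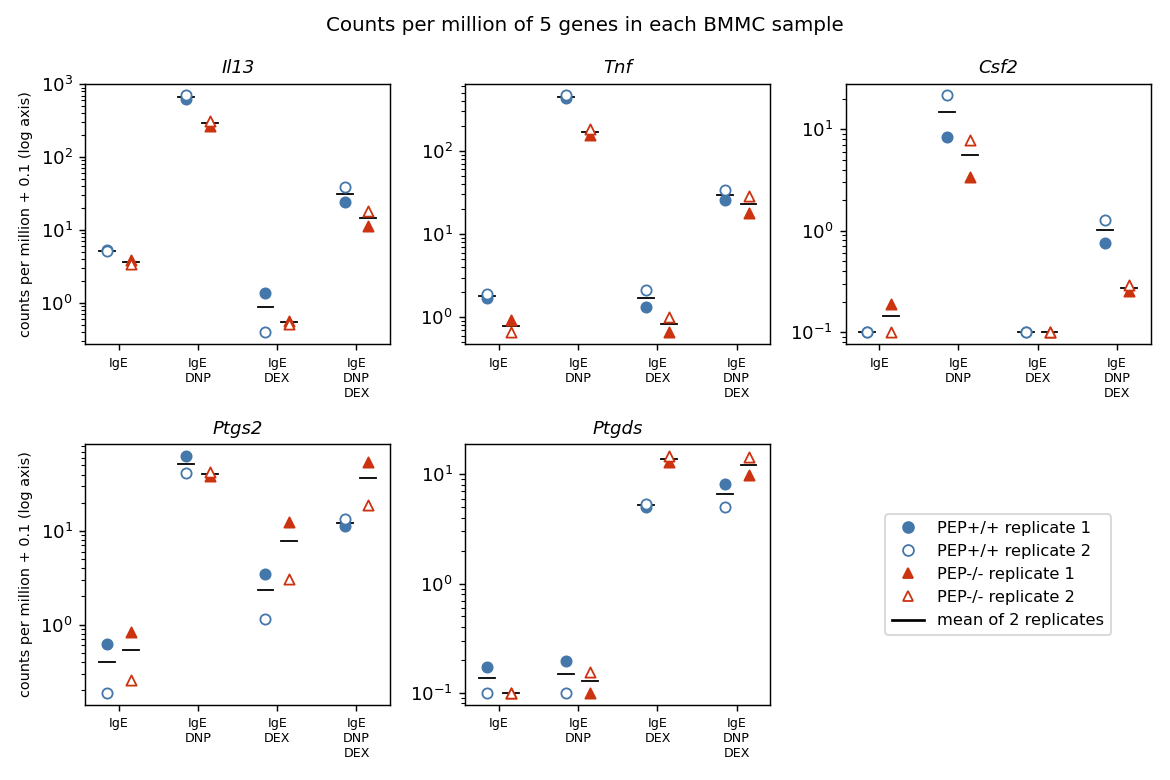
Expression of Il13, Tnf, Csf2, Ptgs2 and Ptgds in each sample, as CPM plus 0.1 on a log axis, by treatment, with circles for PEP+/+, triangles for PEP−/−, filled symbols for replicate 1, open symbols for replicate 2 and bars for the mean of 2 replicates. After IgE DNP, both PEP−/− samples lie below both PEP+/+ samples for Il13, Tnf and Csf2, and after IgE DNP DEX both lie above them for Ptgs2 and Ptgds.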

Genes associated with antigen receptor (FcεRI signaling pathway) (IL 13, TNFα, and CSF2) and arachidonic acid metabolism pathway (COX-2, PTGDS) were some of the key genes identified to be deregulated in response to antigen and glucocorticoid respectively. A further validation of these results was carried out using qRT-PCR analyses. 1 µg of RNA was reversed transcribed to complementary DNA (cDNA) and used for real-time PCR (StepOnePlus Life Technologies, Carlsbad, California) with gene-specific primers for the following genes: IL 13 (Forward 5′-TGGCTCTTGCTTGCCTTGGT-3′, Reverse 5′-TTTTGGTATCGGGGAGGCTGG-3′), TNFα (Forward 5′-GATCGGTCCCCAAAGAAGGGATG-3′, Reverse 5′-TGATCTGAGTGTGAGGGTCTCG-3′), CSF2 (Forward 5′-TCGTCTCTAACGAGTTCTCCTT-3′, Reverse 5′-CGTAGACCCTGCTCGAATATCT-3′), COX-2 (Forward 5′-TGAGCAACTATTCCAAACCAGC-3′, Reverse 5′-GCACGTAGTCTTCGATCACTATC-3′), PTGDS (Forward 5′-GCTCCTTCTGCCCAGTTTTCCT-3′, Reverse 5′-GGAGGACCAAACCCATCCAC-3′) and in parallel with a reference gene Ribosomal protein large P0 subunit (Rplp0) (Forward 5′-GGACCCGAGAAGACCTCCTT-3′, Reverse 5′-GCACATCACTCAGAATTTCA-3′). The gene-specific primers were designed using the publicly available web-based tool ‘Primer-BLAST’ NCBI-NIH. The relative mRNA transcript abundance for the test genes in each sample was calculated using the 2^−(ΔΔCT)^ method [6] for the role of PEP in antigen-mediated mast cell activation (Fig. 4A) and the effect of DEX on antigen-mediated mast cell activation (Fig. 4B).

**Fig. 4:**
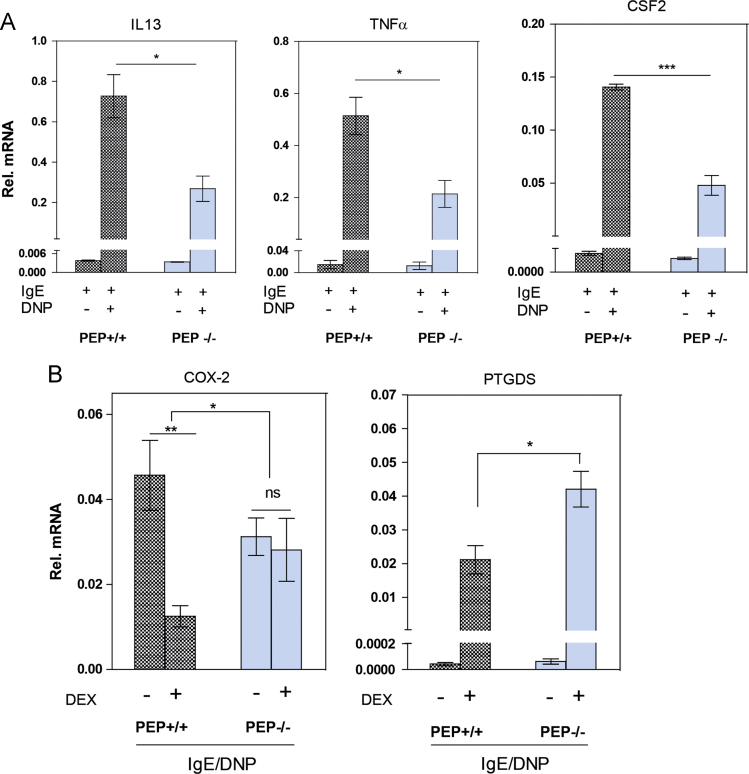
qRT-PCR validation of the expression of some genes differentially misregulated in the RNA-seq studies. **A**. Gene expression pattern of cytokine/chemokine genes identified to be differentially misregulated in response to antigen (IgE + DNP) compared to IgE treatment. The results are presented as the mean ± standard error of mean. * *p* < 0.05, *** *p* < 0.001 for unpaired two-tailed *t* test (*n* = 3). **B**. Dexamethasone-induced regulation of expression of lipid mediator genes, COX-2 (cyclooxygenase-2) and PTGDS (prostaglandin D2 synthase - lipocalin-type) identified as differentially misregulated in PEP−/− BMMCs compared to the PEP+/+ BMMCs. The results are presented as the mean ± standard error of mean. * *p* < 0.05, ** *p* < 0.01 for unpaired two tail *t* test (*n* = 5).

How the deposited data were processed for this re-analysis (not part of the article)

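RNA from BMMCs of PEP+/+ and PEP−/− mice was sequenced under 4 treatments with 2 replicates each, 16 samples in all. According to the paper, the authors aligned the reads with TopHat2 to the mouse genome GRCm38 with the Ensembl 75 annotation and counted them on genes with HTSeq. The authors deposited the resulting counts per gene as whole numbers for each sample, with 5 further rows for reads that were not assigned to a gene. All values were computed from these counts, starting where the authors stopped, so the alignment and the counting were taken as they are. A read that aligned to several places was not counted on any gene, so genes with near-identical copies are uncertain.

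Samples were assigned to conditions by the labels and by Table 1. The labels number 1 replicate of each condition from 1 to 8 and give the other a letter from A to H. The numbered samples were taken as replicate 1 and the lettered samples as replicate 2, and this is where the pairing in the replicate block comes from. The labels do not say whether each set was prepared together. Gene names and positions came from GENCODE M21 on GRCm38, in which 37607 of the 39179 gene identifiers (95.99%) were found.

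Counts were normalized with TMM and tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest) on all 16 samples, with 1 mean for each of the 8 conditions and 8 residual degrees of freedom. Genes were kept by filterByExpr with its minimum count of 10. Changes were called at a Benjamini-Hochberg adjusted p-value under 0.05. Principal components were computed from blind rlog values of DESeq2 1.42.0. The paper names DESeq2 among the packages for the differential expression and its text names no threshold or design. The genes named in the text follow a rule: each gene that the paper names, Tsc22d3 and Fkbp5 from the labels of Fig. 3, the 3 largest increases and decreases by DNP and by DEX among genes changed in both genotypes and in each same-numbered difference, the 5 largest in each direction between genotypes, and up to 3 genes per interaction. This rule, the designs and all alternatives but 2 were set before the data were examined. The alternatives were DESeq2, DESeq2's size factors in edgeR, no filter and a filter of at least 10 counts in every sample, only the conditions compared in the fit, the replicate block, a change of at least 1 on the log2 scale, an additive design, each replicate left out, other transformations and numbers of genes for the principal components, and other windows around Ptpn22. The replicate block together with a change of at least 1 on the log2 scale, and the choice of genes increased by DNP in the other genotype, were added after seeing the data.

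On data simulated from the means and library sizes of the real samples, with 200 of 13305 genes changed by a log2 fold change of 2, the edgeR test recovered 66% of them in a comparison of 2 samples against 2, with 6 false calls. It recovered 86.5% for the genotype average and 12% for an interaction. At a log2 fold change of 1 it recovered 0%, 62.5% and 0%. DESeq2 recovered 74.5%, 88.5% and 44% at a log2 fold change of 2, with 37, 33 and 36 false calls. Each setting was drawn once, from independent samples without the replicate-set effect of the real data, so these shares need not hold there.

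The total count per sample ranged from 8612531 to 22143526 with a median of 12814043.5. The reads carry no molecular identifiers, so the counts are not counts of independent molecules. The qRT-PCR measurements and the KEGG pathways were not analysed here.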

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

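The tests of Ptpn22 were chosen after the result was seen, and the test of DEX in sensitized BMMCs before.

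The paper shows the samples treated with IgE DEX only as points of its PCA. Between IgE and IgE DEX, 423 genes changed in PEP+/+ and 445 in PEP−/− BMMCs, and 334 changed in both, all in the same direction. If differences between libraries other than DEX made these changes, genes chosen in other libraries would not follow. Of the 403 genes changed by DEX in activated PEP+/+ BMMCs, 97.77% moved the same way in sensitized PEP−/− BMMCs, with which they share no library. This argues against such library differences for the direction of these 403 genes, for which DEX remains the candidate explanation. With the replicate block the counts were 2077 and 1955 genes.

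Ptpn22, which the paper discusses only as the deleted gene, rose with DNP in PEP+/+ BMMCs by a log2 fold change of 2.76 (adjusted p = 0.00396, edgeR), higher in 2 of 2 replicates. It rose with DEX in sensitized cells by 2.34 (adjusted p = 0.0142, edgeR). In activated PEP+/+ BMMCs the rise with DEX was 0.86 and did not pass the threshold (adjusted p = 0.373, edgeR). With the block it was 0.87 and passed (adjusted p = 0.0191, edgeR). Reads from overlapping or near-identical genes would be present in PEP−/− BMMCs too, but after DNP these had 2.40% of the CPM of PEP+/+ BMMCs. A regulation of Ptpn22 by both stimuli is a hypothesis from 2 replicates.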

How the results depend on the processing

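The cause of each change given here was not tested, unless stated. The counts of named-gene calls below are over all named genes in all comparisons. With DESeq2's size factors 0 of the 364 log2 fold changes reversed, with the replicate block 16, without a filter on low counts 4, with DESeq2 5 of 346, with at least 10 counts in every sample 2 of 78 and with only the conditions compared 0 of 262. None of those that reversed was called in either fit. Among them, the interaction of genotype with DNP for Tnf was -0.04 without and 0.0138 with the block, and the genotype difference of Mst1r after IgE DEX -0.18 and 0.24. The largest was the interaction of genotype with DEX for Slc28a2, which was -0.48 in edgeR and 0.92 with DESeq2.

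The replicate block raised each count of genes except those of the interactions, which stayed at 0. DNP changed 2809 genes in PEP+/+ and 3480 in PEP−/−, DEX 2511 and 2408 in activated and 2077 and 1955 in sensitized BMMCs. Genotype gave 225 genes after IgE, 248 after IgE DNP, 75 after IgE DEX, 3 after IgE DNP DEX and 2310 on average. The share of genes increased by DNP and lowered by DEX became 26.7% in PEP+/+ and 26.4% in PEP−/−. Of the named genes, 41 more calls passed the threshold and 0 were lost. The PC3 scores, of which the replicate set accounted for an r2 of 0.973, show what the block removes. Combined with a change of at least 1 on the log2 scale, a setting chosen after seeing the data, the block gave 1263 and 1503 genes for DNP, 1041 and 1039 for DEX in activated and 991 and 962 in sensitized BMMCs, and 75, 100, 52 and 3 genes for genotype in the order above, with 131 on average.

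DESeq2 gave 818 and 808 genes for DEX in activated and 784 and 799 in sensitized BMMCs, and 30, 37, 16, 2 and on average 668 genes for genotype. Its shares lowered by DEX were 14.9% in PEP+/+ and 14.1% in PEP−/−. Without a filter on low counts, DEX changed 831 and 769 genes in activated and 746 and 749 in sensitized BMMCs, genotype gave 21, 39, 40, 22 and on average 472 genes, the interactions gave 3 genes for DNP and 24 for DEX, and the shares were 18% and 15.5%. All 24 DEX interaction genes called without the filter also pass it, so this setting added those calls by changing the fit shared by all genes. Il13 with DNP in PEP+/+ went from an adjusted p of 1.63e-05 to 1.23e-73 (edgeR), at 2 samples against 2. Calls made only without the filter are therefore not taken as evidence. With at least 10 counts in every sample, genotype gave 0 genes in each treatment, since that filter removes Ptpn22. Among the named genes, 16 more calls passed and 1 no longer passed with DESeq2, and 35 more passed and 1 no longer passed without the filter. With samples left out, only changes that the passages report were followed. Of these, 64 calls on the genotype average no longer passed, and 35 log2 fold changes of other comparisons moved by more than the spread between replicates.

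When only the conditions compared were fitted, DNP changed 124 and 355 genes, DEX 222 and 19 in activated and 83 and 117 in sensitized BMMCs, and genotype 0 genes after IgE, IgE DNP and IgE DEX. The shares became 20% in PEP+/+ and 0.631% in PEP−/−. Of the named genes, 24 calls no longer passed the threshold and 2 more passed it. The average over treatments has no such fit.

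A change of at least 1 on the log2 scale reduced the 212 genes of the genotype average to 49, and the design of genotype plus treatment without their interaction raised them to 596. They ranged from 57 to 203 across the 16 fits that each left out 1 sample. For comparisons of 2 samples against 2, no counts were made with a replicate left out, since 1 sample remains in an arm. With DESeq2's size factors, each count stayed within 1.5 times its value with TMM.

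With the DNP change taken from replicate 2 and the DEX change from replicate 1, the shares by sign became 74.9% in PEP+/+ and 74.8% in PEP−/−, for genes called with both replicates. With genes chosen in the other genotype, a setting added after seeing the data, they were 76.4% and 80.1%. PC1 held 32.5% of the variance with all genes, and 55.0% to 64.6% when a replicate set was left out. PC2 ranged from 28.5% to 35.7% across the same 2 analyses.

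The odds ratio of genotype genes lying within 20 Mb of Ptpn22, 1.21, became 0.731 within 10 Mb and 0.815 within 5 Mb. Each of the 5 log2 fold changes followed that reversed with a replicate left out was near 0 or rested on a few reads. They ranged from -0.33 to 0.21 for the interaction of genotype with DNP for Tnf, from -1.10 to 0.42 for Ptgs2 with DEX in activated PEP−/−, from -2.45 to 2.73 for Ptgds with DNP in PEP+/+, from -1.33 to 3.58 for the interaction of genotype with DEX for Ptgds, and from -0.0869 to 0.077 for Rplp0 between genotypes on average.

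Beside 0 interactions at the threshold, 30 genes for DNP and 95 for DEX had an unadjusted p-value under 0.05. Both counts lie below the share of 0.05 of the 13305 tested genes that chance alone would give. On simulated data of this size edgeR recovered 12% of the interactions with a log2 fold change of 2 and DESeq2 44%, and on the real data both called 0. The simulated samples had no replicate-set effect, so these shares need not describe the interaction tests on the real data. The effect of depth on these counts was not tested.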

Differences from the paper's values

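No value that the paper gives for a measure computed here differed. PC1 held about 50% and PC2 about 28% of the variance in Fig. 1, read by eye, against 49.9% and 28.1% here.

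The paper lists COX-2 among genes deregulated in response to glucocorticoid. Without the replicate block, the change of Ptgs2 by DEX in activated BMMCs did not pass the threshold in PEP+/+ (log2 fold change -2.09, adjusted p = 0.187, edgeR) or in PEP−/− (-0.15, adjusted p = 0.988). With the replicate block, set before the data were examined, it passed in PEP+/+ (adjusted p = 0.00487, edgeR). It also passed there without a filter on low counts (adjusted p = 6.9e-07, edgeR) and with only the conditions compared (adjusted p = 0.0101, edgeR). It did not pass there with DESeq2 or with DESeq2's size factors in edgeR. Ptgs2 passes the filter, so its calls without the filter come from a changed shared fit and are not separate evidence. In activated PEP−/− it passed in none of these settings. In sensitized BMMCs Ptgs2 rose with DEX, by 4.30 in PEP−/−, which passed (adjusted p = 0.0345, edgeR; 0.000846 with the block), and by 2.75 in PEP+/+ (adjusted p = 0.257, edgeR; 0.0559 with the block). The rise in PEP+/+ passed with DESeq2 (adjusted p = 0.0397) and without a filter on low counts (adjusted p = 2.46e-06, edgeR). The rise in PEP−/− no longer passed with only the conditions compared (adjusted p = 0.199, edgeR).

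The legend of Fig. 4 describes COX-2 and PTGDS as misregulated in PEP−/− compared with PEP+/+ BMMCs. The legend states no direction, and the qRT-PCR bars of Fig. 4B with DEX are higher in PEP−/− for both genes. After IgE DNP DEX, Ptgs2 was 1.59 and Ptgds 0.89 higher in PEP−/− on the log2 scale, but neither passed the threshold without the block or with it (adjusted p = 0.345 and 0.348 with the block, edgeR). Ptgs2 passed there only without a filter on low counts (adjusted p = 0.0083, edgeR), and Ptgds in no setting. After IgE DEX, Ptgs2 was 1.84 and Ptgds 1.42 higher in PEP−/−, neither past the threshold (adjusted p = 1, edgeR). Ptgds passed with the block (1.41, adjusted p = 0.0491, edgeR), and Ptgs2 without the filter (adjusted p = 0.00141, edgeR), as it did on the average over treatments (adjusted p = 0.00788, edgeR). In the qRT-PCR of Fig. 4A the cytokine genes are lower in PEP−/− after DNP. The counts gave the same direction for Il13, Tnf and Csf2, and all 3 passed the threshold with the block. Without it, none passed after IgE DNP in edgeR with the filter on low counts, Tnf passed with DESeq2, and Tnf and Il13 passed without the filter. On the average over treatments Tnf passed without the block (adjusted p = 0.0123, edgeR), and Il13 with the block, with DESeq2 and without the filter. For all these genes, calls without the filter come from a changed shared fit and are not separate evidence.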

Other observations

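In the paragraph on RNAs without a poly(A) tail, the tests of treatment and of genes called without a filter were chosen after the result was seen. So was the test of Ptpn22 reads in PEP−/−.

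The 212 genes that differed between genotypes on average were set against other assignments of genotype that part every same-numbered pair. Of 100 such splits of the 16 samples, the real one included, 1 gave at least 212 genes, and the largest of the others gave 1. The other splits exchange the genotypes of 1 or more pairs. Exchanging them in replicate 2 as a whole gave 0 genes. In 40 splits with the replicate block, the real one gave 2310 genes and the largest of the others 517. If single cultures had been split over the treatments and differed by chance, the part of the genotype difference that differs between replicates would be shared between treatments. Its mean correlation over 6 pairs of treatments was 0.0788, from -0.06 to 0.157. The genotype differences of single treatments had a mean correlation of 0.257 between treatments across replicate numbers. Their means over the treatments, which averaging makes less noisy, had a correlation of 0.523 across genes between both replicates. The number of mice behind each replicate was not known, so a difference between few animals remains possible, and only 2 cultures per genotype can be compared if each replicate is a single culture.

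Some of the genes lower in PEP−/− belong to ribosome assembly, such as Nop16 and Wdr75. This was tested with 40 other ribosome assembly genes, listed before their values were looked at, except that of Dkc1, which had been seen to be low. Their median log2 fold change between genotypes was -0.53, with 40 of 40 below 0 and 13 past the threshold. Of 10000 random lists matched on expression, 0% had a median as low, and of lists matched on exonic length also 0%. With DESeq2's size factors the median was -0.52. It lay below 0 in 8 of 8 same-numbered differences, and of all splits that part the same-numbered pairs, mirror images counted once, only 1, the real one, was as far from 0. A list of 25 genes of amino acid supply had a median of -0.30, as low in 0% of matched lists, below 0 in 7 of 8 same-numbered differences and as far from 0 in 2 of the same splits. A list of 32 respiratory chain genes, taken as a control, had a median of -0.16, as low in 0% of lists matched on expression and 0.54% of lists matched on exonic length, with 30 of 32 genes below 0, 0 genes past the threshold, 7 of 8 differences below 0 (from -0.61 to 0.18) and 4 of the same splits as far, so the matched lists do not single out growth-related genes. Less growth-related transcription in PEP−/− BMMCs is only 1 candidate explanation, which the difference between few animals cannot be told apart from.

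Genes near Ptpn22 were examined because a targeted allele can carry neighbouring variants. Within 20 Mb, 6 of 209 genotype genes with a position were found, with Ptpn22 itself left out. The odds ratio was 1.21 (Fisher's exact test, two-sided, p = 0.643), and 1.00 with the replicate block. Of these 6 genes, 66.7% (4 of 6) were lower in PEP−/−, as were 155 of all 212 genotype genes, Ptpn22 included. Reads lost in mapping can therefore not be told from the general decrease. With the block that decrease was less marked, with 1027 genotype genes higher and 1283 lower. Of 10000 lists matched on expression, 41.3% had as many members there. No excess that would need carried variants was found.

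In 2 libraries, PEP+/+ IgE DNP replicate 1 and PEP−/− IgE DNP DEX replicate 2, 8 RNAs without a poly(A) tail (such as Rn7sk, Rpph1 and Rmrp) had 16.7 and 7.79 times the median share of the other libraries of their replicate set. The pattern was first seen in 4 of these 8 RNAs, so the ratios are partly chosen for being high. Replicate 2 of PEP+/+ IgE followed with 2.61 times. Gm42418 took 6.39% and 3.83% of their counts. The other replicate of each condition had at most 1.33 times the median, so the treatment does not account for it. Incomplete poly(A) selection would raise histone mRNAs too, but these had 0.871 and 1.13 times the median. Over all libraries this ratio ranged from 0.61 to 1.28, so a modest rise could not be told from the spread. Reads aligned to several places were the most frequent of each replicate set here, at 53.18 and 74.95 per 100 gene counts. The next highest values were 51.83 and 56.63. Incomplete poly(A) selection is therefore neither shown nor excluded for these 2 libraries. Because both libraries enter the interaction of genotype with DEX with the same sign, they raise it: of the 24 genes called without a filter on low counts, 87.5% were not annotated as protein coding (1 of them has no annotated type) and highest in 1 of these libraries. These calls may come from the libraries and not from the genotype.

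Replicate 2 had more genes detected than replicate 1 in 8 of 8 conditions, and still in 8 of 8 after each library was drawn down to 8612531 counts, with a median difference of 802.5 genes against 1141 at full depth. Library depth accounts for part of it at most. Reads that HTSeq assigned to no annotated feature made up 11.8% to 16.0% in replicate 2 and 6.34% to 10.5% in replicate 1. The counting settings are not stated, so these can include reads within introns. No biological explanation was tested.

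Reads of Ptpn22 in PEP−/− BMMCs rose with DNP, from 0 to 7 reads in the 4 samples without DNP to 7 to 55 reads in the 4 samples with it. CPM was higher in 4 of 4 samples with DNP than in those without (exact permutation test, two-sided, p = 0.0286, the smallest p that 4 samples against 4 allow). The test repeats the observation that prompted it. Ptpn22 also rose with DNP in PEP+/+, so reads carried over from these libraries could follow DNP too. A carry-over of a fixed share would not give the means with DEX in activated cells, which went from 92.2 to 168 CPM in PEP+/+ and from 2.21 to 0.892 CPM in PEP−/−, while one that varies between libraries is not excluded. Residual transcription of the targeted allele is another candidate, and the position of these reads in the gene was not analysed here.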
